A study of Mus musculus with 19 samples. Its data were reported in "A microRNA signature that correlates with cognition and is a target against cognitive decline" (2021).

How the data were processed

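Hippocampal CA1 tissue of 19 male mice was profiled by RNA sequencing. Groups were taken from the descriptions the submitters gave each library (young, old control and old anti-miR-mix), with ages of 3 and 16.5 months from the treatment protocol. The titles of the young and old control libraries begin with the name of the experiment, anti-miR-mix, and the groups follow the descriptions and the study's methods, by which young and old control mice received control oligonucleotides. Per the study's methods, the authors prepared polyadenylated RNA libraries with the TruSeq kit, sequenced single-end reads of 50 bases on an Illumina HiSeq instrument, aligned them to the mouse genome mm10 (GRCm38) with STAR and counted reads per gene with featureCounts. By the labels each library came from 1 animal. Strand and multi-mapping options were not stated, so genes that overlap on either strand, or that share sequence with a paralog or pseudogene, can exchange reads.

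The deposited files held raw counts of reads per Ensembl gene for each library, made by the authors, and a table of log2 values for 18761 genes. All 19 count columns were assigned to a library, and 0 columns of per-sample values were left unassigned. The deposited log2 values were compared with the counts. They equalled log2(CPM + 1) minus, for each gene, a slope multiplied by a number from 1 to 4 per library, to within 3.4e-08. The 18761 genes were those with over 5 reads in at least 50% of the libraries. The source of the numbers is not described. They were read from the table, are called processing groups in the text, and were treated as a possible technical batch. Their distribution was 1, 1, 2 and 2 young, 2, 2, 0 and 2 old control, and 1, 2, 3 and 1 old anti-miR-mix libraries in groups 1, 2, 3 and 4. The fitted slope of each gene on the number, with the experimental group in the model, correlated with the removed slope at 0.977 across genes, which are not independent replicates.

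Depth was the sum of counts per library, between 26653511 and 38908947 reads. A count of 0 in a library of this depth allows up to 3 reads. Genes with at least 5 reads in at least 50% of libraries were kept (19286 of 48709). Counts were normalised by TMM and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), with all 3 groups in one fit and no covariate, and p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The study used DESeq2 with the same filter and threshold, and DESeq2 1.42.0 was run as an alternative. Log2 CPM values were computed with a prior count of 2. Genes named in the text were the 3 genes measured by qPCR in the study and, for each comparison, up to 4 higher and 4 lower genes with the largest absolute log2 fold change among those past the threshold whose groups did not overlap and whose mean was at least 20 counts per library. Pairs of libraries were compared by chi-square over genes with a mean of at least 100 counts, before and after a trend on GC content and gene length was fitted over 12759 genes. Xist and the Y-linked genes were inspected to check sex. Symbols and coordinates were taken from GENCODE M21 (GRCm38), whose release may differ from the one used by the authors.

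Opposite-direction shares and slopes were compared with 100 simulations in which the old anti-miR-mix libraries had no effect, and with the 20 splits of the old controls into 3 and 3. Predicted targets of the 3 microRNAs came from lists fixed before the data were examined (290, 642 and 1108 names matched for miR-146a-5p, for miR-148a-3p and for miR-181a-5p, of which 270, 628 and 1063 genes were tested). A total of 2, 2 and 4 names in these lists had been turned into dates and were left out. The lists were tested with camera on voom values (limma 3.58.1), with a preset correlation of 0.01. Seed matches were counted in annotated 3′UTR sequences of 15336 tested genes. Co-expression modules were built from biweight midcorrelations with a soft-threshold power of 17, a signed topological overlap, average linkage, a minimum size of 100 genes and merging of eigengenes correlated over 0.85. The tree was divided at the single height that gave the most modules (0.985), in place of the dynamic division the study used. Group differences in eigengenes were tested with 100000 permutations of the Kruskal-Wallis statistic and with exact permutation tests. Marker lists (CA1 pyramidal, CA3 pyramidal, dentate granule, thalamus, choroid plexus, pan-neuronal, inhibitory neuron, astrocyte, oligodendrocyte, oligodendrocyte precursor, microglia, endothelial, blood, interferon response, tissue injury and glial reactivity, immediate early and mitochondrially encoded) were also fixed beforehand. The 17 lists held 161 tested genes, of which 0 were in more than 1 list, and none is named in the study's text on these libraries. Lists of 10 homeostatic and 15 activated microglial genes were written later, after several of the largest changes had been seen. Tests within processing groups permuted labels inside groups 1, 2 and 4 (54 arrangements).

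The main design and most alternatives were chosen before the data were examined. These were DESeq2, other size factors, the low-count filter, the groups in the fit, the replicate number as a block, 1 surrogate variable (sva 3.50.0), voom with sample weights, limma on the deposited log2 values, a threshold of 0.1 and leaving out each library, together with set test, background, site, module and list alternatives. The deposited table was already on a log2 scale and was used as it is. The alternatives with processing group, with offsets for GC content and gene length, and with old control replicates 5 and 6 as 1 library (counts summed, or scores averaged), were chosen after seeing the data. A published list of genes with 3′UTR sites that was held only in part was not used.

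The procedures were tested on simulated data. For 1 library drawn again with a GC trend, chi-square per degree of freedom over 12759 genes was 1.96 before and 1.03 after the trend was removed, and for a simulated spread between animals it was 11.7 before and after. With 200 of 19286 genes changed by known factors, edgeR called 153 genes, of which 144 were changed (5.9% false), and DESeq2 called 162, of which 146 were changed (9.9% false). Of 67 genes changed 4-fold, edgeR called 63. A raised list of 494 genes among 19286 gave a camera p of 9.02e-42 and an unchanged one 0.903. A slope of -0.5 planted in the 200 changed genes was recovered as -0.491 over those 200 genes. The slope over all simulated genes, the measure used in the results, was not computed. A planted seed effect ranked 1 of 9867 words over 15336 genes, and 3 of 3 planted modules were found among 1200 genes.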

Results

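RNA was sequenced from the microdissected CA1 region of the dorsal hippocampus of 19 mice to ask whether blocking 3 microRNAs alters gene expression in the aged brain. MicroRNAs are short RNAs that bind matching sites in the 3′ untranslated region (3′UTR) of messenger RNAs and lower their levels or translation. The treatment, termed anti-miR-mix, was a mixture of inhibitory oligonucleotides against miR-148a-3p, miR-181a-5p and miR-146a-5p that was injected into the dorsal hippocampus in lipid nanoparticles. The libraries fell into 3 groups, namely young mice of 3 months (n = 6), control mice of 16.5 months that received control oligonucleotides (old control, n = 6) and mice of 16.5 months that received the inhibitors (old anti-miR-mix, n = 7). Each library held between 26653511 and 38908947 reads assigned to genes. Mean depth was 31852543 ± 4442064 reads in young (SD, n = 6), 31390028 ± 3739391 reads in old control (SD, n = 6) and 31585720 ± 3950293 reads in old anti-miR-mix libraries (SD, n = 7). Of 48709 annotated genes, 19286 had at least 5 reads in at least 50% of the libraries and were tested. They held 99.95% of the assigned reads.

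All 19 libraries showed a male pattern, with at most 20 reads of Xist (between 9 and 20 per library) and at least 546 reads of each of the Y-linked genes Kdm5d, Uty, Ddx3y and Eif2s3y. Within groups, chi-square per degree of freedom between pairs of libraries over 12780 genes ranged from 2.18 to 35.87, where counting noise alone gives 1. The pair at 2.18, old control replicates 5 and 6, stood apart from the next lowest (6.10). After removal of a smooth trend on GC content and gene length it was 1.33, while all other pairs, within or between groups, lay between 4.90 and 39.2. The libraries carry separate labels, so both were kept. As these values do not exclude RNA of 1 animal in both, or 1 library counted more than once, comparisons were also made with both counted as 1 library. The first principal component of log2 CPM (counts scaled to a common library size) held 17.5% of the variance, and differences between the 3 groups accounted for 61% of its spread. The deposited log2 values carried a further term that was proportional to a whole number from 1 to 4 per library. These numbers, termed processing groups here, accounted for 36.9% of the spread of component 1 and for 51.3% of that of component 3, which held 8.7% of the variance. The processing groups were not balanced. Group 3 held 2 young and 3 old anti-miR-mix libraries but 0 old control libraries, so a comparison of the old groups within it was not possible. Comparisons between groups were therefore also made with processing group as a term or within processing groups.

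To determine the effect of age, old control libraries were compared with young libraries. In edgeR's quasi-likelihood test, 514 genes differed at a Benjamini-Hochberg adjusted p under 0.05, of which 255 were higher and 259 lower in old control libraries, and 3483 genes had an unadjusted p under 0.05. The median absolute log2 fold change of the 514 genes was 0.38. For 489 genes (2.54% of those tested) the values of the 6 old control libraries did not overlap those of the 6 young libraries, where chance gives 0.216%, and 291 of the 514 genes were among them. The count depended on single libraries, and fell to 214 genes without young replicate 4. Adding processing group as a term gave 371 genes, of which 247 were higher and 124 lower, and 283 of these were among the 514. The number of the processing group as a linear term gave 460 genes, and old control replicates 5 and 6 as 1 library gave 313 genes, of which 312 were among the 514.

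**Figure D1:**
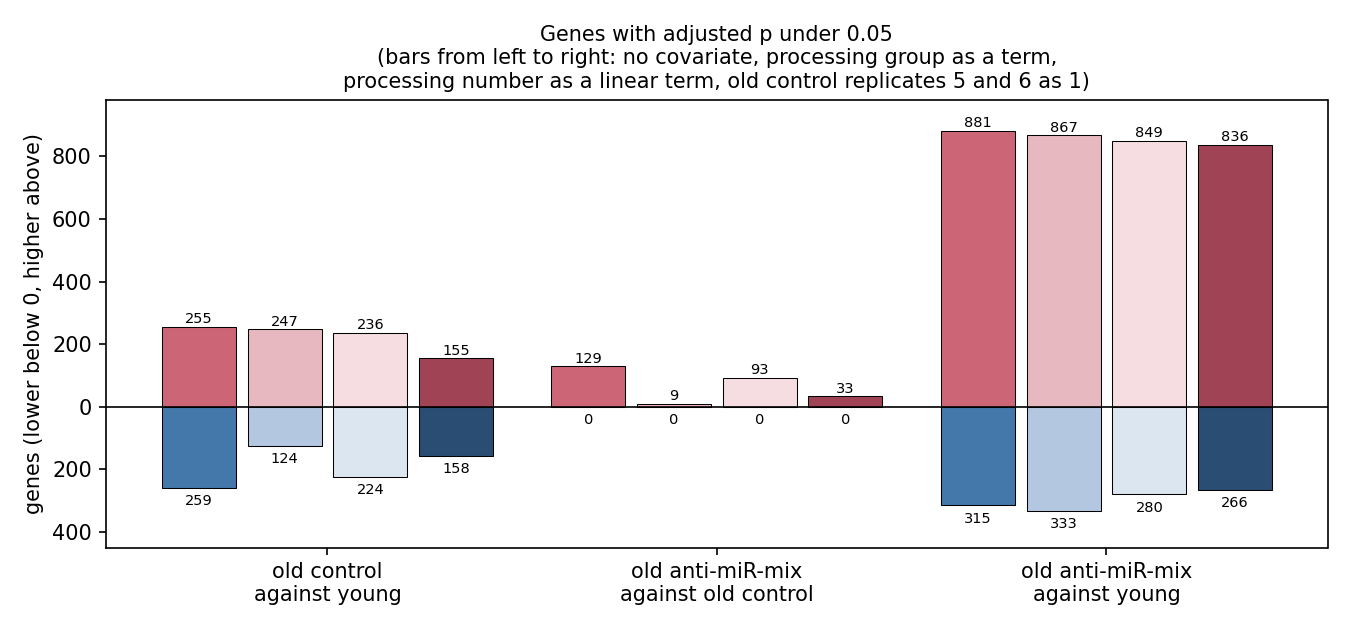
Number of genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test for the 3 comparisons, with genes higher in the group named first drawn above 0 and lower genes below 0. From left to right, the bars of each comparison are the fit without a covariate, with processing group as a term, with its number as a linear term, and with old control replicates 5 and 6 as 1 library, and the counts for old anti-miR-mix against old control are 129, 9, 93 and 33 genes.

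Among the genes whose groups did not overlap, the largest increase with age was that of Igkc, the immunoglobulin kappa constant gene (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966, plus strand of GRCm38). Its log2 CPM was -2.33 ± 1.24 in young (SD, n = 6) and 1.31 ± 0.36 in old control libraries (SD, n = 6), a log2 fold change of 3.35 with a standard error (SE) of 0.58 and an adjusted p = 0.00312 in edgeR. This rested on few reads, as 5 of the young libraries held 1 to 4 reads of Igkc and young replicate 3 held 33. Fbxw23 (chromosome 9, 109516388 to 109534858), annotated as a transcribed pseudogene, was higher by 1.54 (SE 0.21) and Exoc3l4 (chromosome 12, 111417017 to 111431678) by 1.21 (SE 0.17). Gm37827 (chromosome 7, 36733017 to 36734558) was higher by 1.24 (SE 0.25). It lies within Tshz3 on the same strand, so its reads were not separable from those of Tshz3. The largest decrease was that of Gpx8, a glutathione peroxidase gene (ENSMUSG00000021760, chromosome 13, 113042753 to 113046410, minus strand), with a log2 CPM of 2.07 ± 0.08 in young (SD, n = 6) and 0.85 ± 0.37 in old control libraries (SD, n = 6). Its log2 fold change was -1.22 (SE 0.15, adjusted p = 0.000147 in edgeR). Bmp4 (chromosome 14, 46383520 to 46390669), Fam83d (chromosome 2, 158768093 to 158786637) and Rnf122 (chromosome 8, 31111820 to 31131482) were lower, with log2 fold changes of -1.10 (SE 0.20), -1.04 (SE 0.20) and -1.02 (SE 0.14). In the fit with processing group as a term the adjusted p of these 8 genes in edgeR lay between 0.000501 for Gpx8 and 0.0465 for Gm37827.

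The effect of the treatment was determined by comparing old anti-miR-mix with old control libraries. In edgeR, 129 genes were higher under anti-miR-mix at an adjusted p under 0.05 and 0 were lower, with 2026 genes at an unadjusted p under 0.05, of which 646 were lower. The median absolute log2 fold change of the 129 genes was 0.64. For 96 genes (0.5%) the values of the groups did not overlap, where chance gives 0.117%, and 47 of the 129 genes were among them. When processing group was added as a term the count fell to 9 genes, all of them higher, and 1293 genes had an unadjusted p under 0.05. The number of the group as a linear term, the form removed from the deposited values, gave 93 genes, of which 91 were among the 129, and limma on the deposited values gave 148. With old control replicates 5 and 6 as 1 library the count was 33 genes, all 33 of them among the 129, and 6 when processing group was a term as well. The count also depended on single libraries, with 24 genes when old control replicate 2 or replicate 5 was left out and 247 genes when old anti-miR-mix replicate 1 was left out. Siglec1, encoding a sialic acid-binding receptor of macrophages (ENSMUSG00000027322, chromosome 2, 131069220 to 131086765, minus strand), had a log2 CPM of 0.28 ± 0.44 in old control (SD, n = 6) and 1.81 ± 0.58 in old anti-miR-mix libraries (SD, n = 7). Its log2 fold change was 1.64 (SE 0.29, adjusted p = 0.0115 in edgeR), and with processing group as a term it was 1.33 (adjusted p = 0.132). Arl11 (ENSMUSG00000043157, chromosome 14, 61309753 to 61311936, plus strand) had a log2 CPM of -0.27 ± 0.10 in old control (SD, n = 6) and 0.73 ± 0.26 in old anti-miR-mix libraries (SD, n = 7). Its log2 fold change was 1.07 (SE 0.15, adjusted p = 0.00277 in edgeR), and 0.96 with processing group as a term (adjusted p = 0.0404). Ly9 (chromosome 1, 171588624 to 171607410), which overlaps Cd244a on the opposite strand, was higher by 1.46 (SE 0.27) and C1s1 (chromosome 6, 124530345 to 124542359) by 1.26 (SE 0.25). Neither passed the threshold once processing group was a term (adjusted p = 0.161 for Ly9 and 0.132 for C1s1 in edgeR), and C1s1 did not pass with old control replicates 5 and 6 as 1 (adjusted p = 0.0554 in edgeR). With both changes Arl11 did not pass either (adjusted p = 0.103 in edgeR).

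To determine how far the treated old mice remained from young mice, old anti-miR-mix was compared with young libraries. In edgeR, 1196 genes differed, of which 881 were higher and 315 lower in old anti-miR-mix libraries, and 3785 genes had an unadjusted p under 0.05. A fit with processing group as a term called 1200 genes. The values did not overlap for 467 genes (2.42%, where chance gives 0.117%), and 422 of the 1196 genes were among them. Cst7, which encodes cystatin F (ENSMUSG00000068129, chromosome 2, 150570415 to 150578944, plus strand), had a log2 CPM of -0.36 ± 0.82 in young (SD, n = 6) and 2.81 ± 0.86 in old anti-miR-mix libraries (SD, n = 7). Its log2 fold change was 3.25 (SE 0.45, adjusted p = 0.000119 in edgeR). Itgax (chromosome 7, 128129547 to 128150657), Clec7a (chromosome 6, 129461591 to 129472779) and Hcar2 (chromosome 5, 123863570 to 123865499) were higher by 3.08 (SE 0.38), 2.84 (SE 0.41) and 2.81 (SE 0.54). Gpx8 was lower by a log2 fold change of -0.93 (SE 0.14, adjusted p = 0.000275 in edgeR). Gpr17 (chromosome 18, 31942997 to 31949636), which overlaps Lims2 on the opposite strand, Chst3 (chromosome 10, 60181532 to 60219260) and Tmem163 (chromosome 1, 127486546 to 127679548), which overlaps Mgat5 on the opposite strand, had log2 fold changes of -0.69 (SE 0.08), -0.63 (SE 0.09) and -0.57 (SE 0.11). With processing group as a term the adjusted p of these 8 genes in edgeR was at most 0.0058, for Tmem163. Of the 514 genes that differed with age, 289 were also among the 1196 genes, and all 289 differed in the same direction in both old groups. Both comparisons share the young libraries, which by itself favours the same direction, and how much agreement this alone gives was not computed. Only 6 genes were shared between the 514 age genes and the 129 genes of the treatment, and these 6 were moved further from young by the treatment. Of the 129 genes, 97 had a higher fitted level in old control than in young libraries.

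It was further asked whether the treatment moved age-related expression back towards young. Of the 514 age genes, 77.4% had a fitted log2 fold change under anti-miR-mix of the opposite sign (95% Wilson interval 73.6 to 80.8%). The interval treats genes of the same libraries as independent, so it does not measure the spread between animals. The slope of the anti-miR-mix log2 fold change on the age log2 fold change over all 19286 genes was -0.247. Both comparisons share the old control libraries, and this alone gives a negative slope. In 100 simulations with no treatment effect and shared old controls, the share was 70.7% on average (67.3 to 75.6%), under the observed share in each of them, and the slope -0.225 (-0.249 to -0.203). The simulations called 920 age genes on average (852 to 1010), more than were observed. Over the 514 genes with the lowest p in each simulation the share was 71.1% (66.7 to 76.1%). In 99 other splits of the 13 old libraries it was 75.9% on average, with a range of 56.5 to 88.2%. When the 6 old controls were split into 3 and 3, so that the comparisons shared no library, the mean share over the 20 splits was 59.7% (46.2 to 66.1%, over 50% in 19 of the 20) and the mean slope -0.005 (-0.107 to 0.142, with both signs). With processing group as a term the share was 54.4% of 371 age genes and the slope -0.251.

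**Figure D2:**
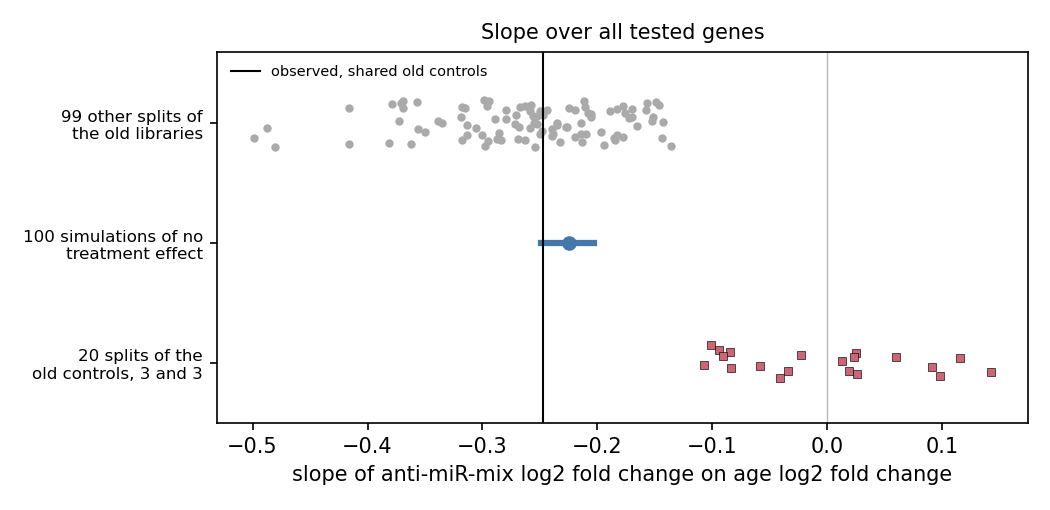
Slope of the anti-miR-mix log2 fold change on the age log2 fold change over all tested genes (x axis, no unit). Grey points are 99 other splits of the 13 old libraries into groups of 6 and 7, the blue point and bar are the mean and range of 100 simulations with no treatment effect, red squares are the 20 splits of the old controls into 3 and 3, and the black line at -0.247 is the observed value, which lies inside the ranges of the other splits and of the simulations.

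As the oligonucleotides were aimed at the 3 microRNAs, predicted targets of each were tested as lists. Competitive tests of the lists (camera with a preset correlation of 0.01) were made in the age and the anti-miR-mix comparison, giving 8 tests. In the age comparison 0 of the 4 lists passed an adjusted p under 0.05, with 1 at an unadjusted p under 0.05 (miR-148a-3p, 0.035). In the anti-miR-mix comparison the 1063 tested targets of miR-181a-5p had a mean log2 fold change that was 0.040 lower than that of the other genes (difference -0.040, adjusted p = 0.00726 in limma). The 1735 targets in the union of the lists were also lower (difference -0.034, adjusted p = 0.0262 in limma). The 270 targets of miR-146a-5p (difference -0.024) and the 628 of miR-148a-3p (difference -0.027) did not pass. Neither call held with an estimated correlation (0 of 8 tests, and 0 at an unadjusted p under 0.05). Neither held against genes matched on 3′UTR length (0 of 8 tests, 2 at an unadjusted p under 0.05), where the differences of the miR-181a-5p list and of the union were both -0.033. With fry 0 of 8 tests passed as well (0 at an unadjusted p under 0.05). Fry tests a list against no change, and the mean log2 fold changes were -0.007 for miR-181a-5p and 0 for the union. It therefore does not bear on a difference from other genes. With processing group as a term all 4 lists were lower (4 of 8 tests). Among the 129 genes higher under anti-miR-mix, 4 were predicted targets, fewer than the share of 1735 targets among 19286 genes gives (Fisher's exact test, two-sided, p = 0.0131). Fisher's test treats genes as independent, which genes measured in the same libraries are not.

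Targets were also defined by sequence, as genes whose 3′UTR held a match to positions 2 to 8 of the microRNA. Over 15336 genes with an annotated 3′UTR, and after regression on 3′UTR length and mean expression, genes with the miR-146a-5p site AGTTCTC differed from genes without it by -0.0015 in log2 fold change under anti-miR-mix. The difference was 0.0033 for the miR-148a-3p site TGCACTG and -0.0068 for the miR-181a-5p site TGAATGT. Ranked among all other 7-base words that occurred in a similar number of genes (between 7094 and 9867 words), these differences came 2889, 981 and 3975 from the highest, with two-sided rank p values of 0.586, 0.222 and 0.88. None of the 3 passed (0 of 3 adjusted and 0 of 3 unadjusted), and with processing group as a term 0 of 3 passed as well.

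Co-expression was examined by grouping genes into signed modules over all 19 libraries. This gave 17 modules that together held 9665 genes. The eigengenes of 4 modules differed between the 3 groups (Kruskal-Wallis statistic with permuted group labels, adjusted over 17 modules). Module 2 held 1588 genes, with Msn, Itgb2, Lcp1, Dock2 and Ptprc as its most connected genes. Its eigengene was -0.97 ± 0.52 SD units in young (SD, n = 6), -0.21 ± 0.47 in old control (SD, n = 6) and 1.01 ± 0.65 in old anti-miR-mix libraries (SD, n = 7; permutation test, adjusted p = 0.00136). It was higher in old control than in young libraries (difference 0.76, exact permutation test, two-sided, p = 0.0238) and higher again under anti-miR-mix (difference 1.22, exact permutation test, two-sided, p = 0.00583). Within processing groups the treatment difference was 0.75 (exact permutation p = 0.0185, the smallest that the 54 arrangements allow). Of the 129 genes higher under anti-miR-mix, 124 belonged to this module. Modules 12 (159 genes), 13 and 16 were lower in both old groups than in young. The module 13 eigengene was 1.37 ± 0.43 in young (SD, n = 6), -0.69 ± 0.16 in old control (SD, n = 6) and -0.58 ± 0.27 in old anti-miR-mix libraries (SD, n = 7). The treatment differences of modules 12, 13 and 16 were -0.03, 0.11 and -0.54, and none exceeded the spread between libraries (exact permutation tests, two-sided, p = 0.945, 0.416 and 0.205). Within processing groups that of module 13 was -0.03. Module 5 (525 genes, with Mbp and Cntn2 among its most connected genes) was lower with age (difference -1.24) and higher with treatment (difference 1.17). The exact permutation tests gave p = 0.0108 and 0.0274. Within processing groups the differences were -0.87 and 0.95 (exact permutation p = 0.037 for each). With old control replicates 5 and 6 as 1 the treatment difference was 1.09 (exact permutation p = 0.0568). Module 5 did not pass the adjustment over modules (permutation test, adjusted p = 0.11). A power of 10 in place of 17 gave 20 modules, of which 7 differed, and a minimum size of 50 genes also gave 20, of which 5 differed.

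**Figure D3:**
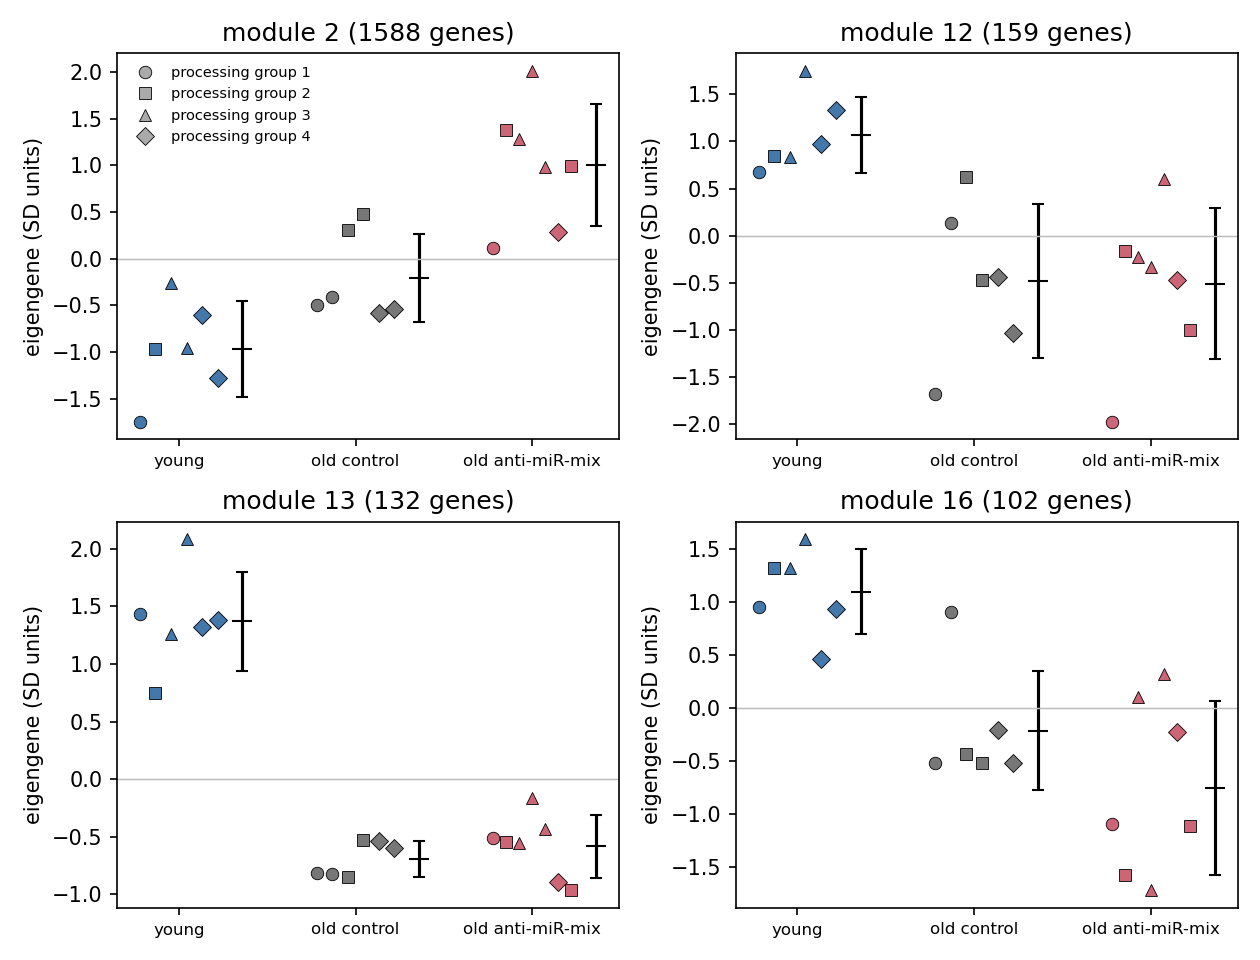
Eigengenes (SD units) of the 4 modules that differed between groups, one point per library, with processing groups 1 to 4 as circles, squares, triangles and diamonds. Black bars are the mean and SD of each group. Module 2 rises from -0.97 in young to 1.01 in old anti-miR-mix libraries, and in module 13 all libraries of both old groups lie below the young ones.

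The study had measured Lrrk2, Cadm3 and Slc6a11 by qPCR as genes of a module that fell with age. It reported that the anti-miR-mix restored their expression in that assay, and it tested their 3′UTRs in a luciferase assay. In the counts, Lrrk2 (chromosome 15, 91673175 to 91816120) had a log2 CPM of 5.65 ± 0.12 in young (SD, n = 6), 5.65 ± 0.09 in old control (SD, n = 6) and 5.53 ± 0.15 in old anti-miR-mix libraries (SD, n = 7). Cadm3 (chromosome 1, 173333258 to 173367695), which overlaps Ackr1 on the same strand and Aim2 on the opposite strand, had a log2 CPM of 8.62 ± 0.06, 8.56 ± 0.06 and 8.50 ± 0.07 in these groups. Slc6a11 (chromosome 6, 114131241 to 114249952) had 7.33 ± 0.09, 7.32 ± 0.09 and 7.31 ± 0.07. The log2 fold changes with age were 0.00 (SE 0.07) for Lrrk2, -0.06 (SE 0.04) for Cadm3 and -0.01 (SE 0.05) for Slc6a11. Under anti-miR-mix they were -0.12 (SE 0.06), -0.06 (SE 0.04) and -0.01 (SE 0.05). In this fit none was a rise, unlike the restored expression that the study reported from qPCR. Adjusted over all genes, 0 of the 9 comparisons passed, and 1 had an unadjusted p under 0.05. Adjusted over the list alone, 1 passed, namely Cadm3 in old anti-miR-mix against young (log2 fold change -0.12, SE 0.04, adjusted p = 0.0158 in edgeR, and 0.07 over all genes). The genes had been chosen on these libraries, so the value over the list alone is not independent evidence. Cadm3 also passed over all genes with DESeq2 (adjusted p = 0.0202), where adjusted values over 6 alternatives lay between 0.0202 and 0.114.

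Cell types, neighbouring regions and tissue states were followed with 17 lists of marker genes, each summarised per library as the mean log2 CPM centred on the gene means. Of 34 tests, 6 had an adjusted p under 0.05 and 11 an unadjusted p under 0.05 (exact permutation tests, two-sided). The microglia list of 12 genes was -0.35 ± 0.21 in young (SD, n = 6), -0.07 ± 0.10 in old control (SD, n = 6) and 0.36 ± 0.19 in old anti-miR-mix libraries (SD, n = 7). It rose by 0.28 with age (exact permutation test, adjusted p = 0.0491) and by 0.42 with treatment (exact permutation test, adjusted p = 0.0368), where 7 of 7 treated libraries lay above the old control mean. Within processing groups 1, 2 and 4 the treatment differences were 0.28, 0.27 and 0.26, with a combined value of 0.27 (exact permutation p = 0.0185, the smallest that the 54 arrangements allow). With age, the oligodendrocyte list was lower by a difference of -0.40 (exact permutation, adjusted p = 0.0491), the oligodendrocyte precursor list by -0.28 (adjusted p = 0.0368 by exact permutation, where the unadjusted p = 0.00216 is the smallest possible) and the mitochondrially encoded list was higher by 0.22 (exact permutation, adjusted p = 0.0491). In each of these, 6 of 6 old control libraries lay beyond the young mean. Within processing groups the age differences were -0.33 for the oligodendrocyte, -0.25 for the precursor, 0.34 for the microglia and 0.23 for the mitochondrially encoded list, and the last did not pass (exact permutation p = 0.0556). The CA3 pyramidal list was higher under anti-miR-mix by 0.24 (exact permutation, adjusted p = 0.0491, 7 of 7 libraries) but by only 0.15 within processing groups (exact permutation p = 0.111). With an old control library left out, the number of tests that passed was 0 in 5 of the 6 cases, with 7 to 11 at an unadjusted p under 0.05, and 7 without old control replicate 4. With old control replicates 5 and 6 as 1 library, 0 of 34 tests passed and 9 had an unadjusted p under 0.05. The microglia list then differed by 0.417 with treatment (exact permutation p = 0.00631, adjusted p = 0.092), and by 0.27 within processing groups (exact permutation p = 0.0278, the smallest that 36 arrangements allow). The rise of this list with age passed in 7 of 23 alternatives, where those without a treated library could change only the adjustment.

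**Figure D4:**
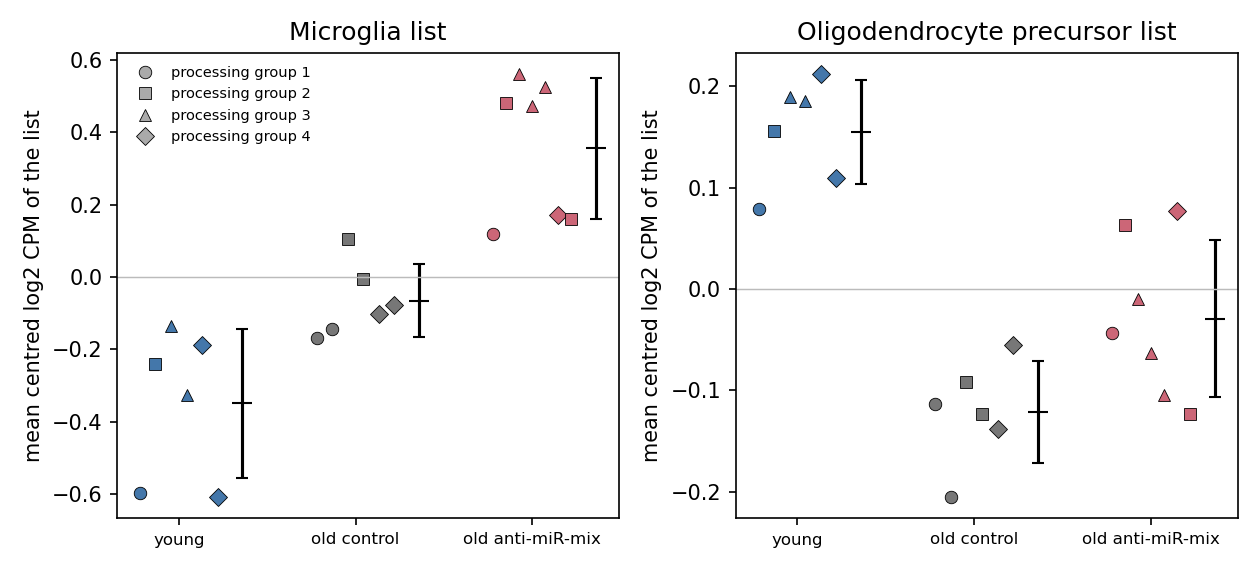
Mean centred log2 CPM of the microglia list (left) and the oligodendrocyte precursor list (right), one point per library, with processing groups 1 to 4 as circles, squares, triangles and diamonds and black bars for the mean and SD of each group. The microglia means rise from -0.35 in young to -0.07 in old control and 0.36 in old anti-miR-mix libraries, and every precursor value of the old controls lies below every young value.

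The other lists did not pass with all libraries. For the age comparison the differences were 0.19 for CA1 pyramidal, -0.09 for CA3 pyramidal, -0.14 for dentate granule, -0.11 for thalamus, 0.28 for choroid plexus, -0.02 for pan-neuronal, 0.05 for inhibitory neuron, 0.05 for astrocyte, -0.08 for endothelial, -0.28 for blood, -0.25 for interferon response, 0.35 for tissue injury and glial reactivity and 0.14 for immediate early genes. For the anti-miR-mix comparison they were -0.17 for CA1 pyramidal, 0.13 for dentate granule, 0.09 for thalamus, 0.04 for choroid plexus, -0.06 for pan-neuronal, -0.05 for inhibitory neuron, 0.08 for astrocyte, 0.24 for oligodendrocyte, 0.09 for oligodendrocyte precursor, 0.04 for endothelial, 0.10 for blood, 0.54 for interferon response, 0.00 for immediate early and -0.05 for mitochondrially encoded genes. The tissue injury and glial reactivity list rose by 0.93 with treatment (7 of 7 libraries), with an adjusted p = 0.0509 in the exact permutation test, and by 0.47 within processing groups (exact permutation p = 0.0185, the smallest possible). It passed with the median over the list (0.876), without old control replicate 4 (1.05) and without old anti-miR-mix replicates 1 or 6 (1.06 and 1.04), each with an adjusted p = 0.0491 in the exact permutation test, and not with old control replicates 5 and 6 as 1 (0.885, exact permutation, adjusted p = 0.104).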

Values the study reported

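For the aged mice analysed here, the study reported 29 co-expression modules in the RNA-seq data and assigned 4 of them to neurons. It reported that 1 of these, named MEblue, was lower in old than in young controls and was partly restored by the anti-miR-mix (n = 6–7, Kruskal–Wallis test). The overlap of MEblue genes with genes that carry sites for the 3 microRNAs in their 3′UTR was given as 35%.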

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

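In 7 groups of library values, the highest or the lowest library lay further from its nearest neighbour than Dixon's 95% critical value allows. The comparison of this number with chance and the count per library were tests chosen only after these values had been seen. Chance alone gives 1 in 20 of the groups examined, or 6.6, so the number as a whole is what chance gives. No library held more than 2 of the 7 values (old control replicate 2), which argues against 1 poor library behind them. No biological explanation was tested for these single libraries, since no label sets them apart from their group.

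The immediate early list, 10 genes induced by neuronal activity, was 1.35 in young replicate 4, while the other young libraries lay between -0.75 and 0.00. All 10 of its 10 genes were highest in that library among the young ones, which argues against a single gene behind the value. Differences in activity, handling or the time to dissection may raise such genes together, and no label bears on them. The library also had a strong influence on the count of age genes, which was 214 without it.

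Igkc was 0.08 log2 CPM in young replicate 3, from 33 reads, while the other young libraries lay between -3.49 and -2.39 (1 to 4 reads) and the old control libraries held 55 to 131 reads. A candidate explanation is RNA of an old library in this one. Then the other genes that differ with age should lie as far towards the old controls as Igkc, which lay 38.2% of the way on the count scale. Over 365 age genes chosen without this library the median position was 19.6%. That lies between the level of the other young libraries and that of Igkc. The genes were chosen without this library, which by itself can move its position towards the old controls. No position was computed for another young library left out in this way. The explanation therefore cannot be told apart from a difference between animals. Reads of 134 other immunoglobulin genes summed to 682 in this library and to between 314 and 603 in the other young libraries. Without this library the age effect of Igkc was 4.85 on the log2 scale, the highest value over the libraries left out.

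The other 5 values were single genes or modules. The module 16 eigengene was 0.90 in old control replicate 2 (-0.52 to -0.21 in the other old controls), and Exoc3l4 was -0.13 log2 CPM in the same library (0.30 to 0.55 in the others). Gpx8 was 1.75 in old anti-miR-mix replicate 6 (0.86 to 1.20 in the others), Cadm3 was 8.45 in old control replicate 4 (8.56 to 8.62) and Ly9 was 0.02 in old control replicate 1 (0.68 to 1.06). Chance alone stays the explanation that the count of 7 leaves open for all of these. Exoc3l4 with age and Gpx8 against young passed the threshold in each fit that left out 1 library, while Ly9 no longer passed without old control replicate 1 (log2 fold change 1.34).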

How the results depend on the processing

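For 55 single results, namely named genes, lists, seed sites and modules, 829 comparisons with an alternative were made. Of the 34 marker list tests, only the 6 that passed with all libraries were included. A marker list could therefore lose its call in this tally but not gain one, and gains of the other marker lists are not counted. Leaving out a library of the group not compared kept the difference of a marker list by construction. Such comparisons could change only its adjusted p. Named genes other than the qPCR genes had also been chosen among those past the threshold. In 727 of the 829 comparisons the direction and the side of the threshold were kept, and in 96 the result no longer passed (71 of them with a library left out). In 4 it passed only under the alternative and in 2 the direction changed. The 2 changes were module 13 under anti-miR-mix (-0.03 within processing groups) and Slc6a11 under anti-miR-mix (0.01 with processing group as a term), neither of which passed in any fit. The cause was not tested. Alternatives with processing group, with offsets for GC content and gene length or with old control replicates 5 and 6 as 1 library were chosen after seeing the data, as was the spread against which the slope and the share below were judged.

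The count of age genes was 914 with DESeq2, 323 with no low-count filter, 772 with only the 2 groups in the fit, 954 with 1 surrogate variable, 313 with old control replicates 5 and 6 as 1 (225 with processing group as a term as well), 1118 with voom and sample weights, and 1098 at an adjusted p under 0.1, which admits more genes by construction. Under the other settings run on all libraries it lay between 371 and 755, apart from the block with offsets below. Leaving out 1 library gave between 214 and 746 genes. It was lower by more than 1.5 times without young replicate 4 (214) and without old control replicates 1, 2, 3, 5 and 6 (337, 325, 285, 280 and 315). With processing group as a term 66.6% of the calls were higher, against 49.6% without it. Apart from the fewer samples of the last fits and the looser threshold, the cause was not tested.

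The count of anti-miR-mix genes was 267 with DESeq2, 55 with only the 2 groups in the fit, 225 with voom and sample weights, 236 at an adjusted p under 0.1, 9 with processing group as a term, 33 with old control replicates 5 and 6 as 1 and 6 with both of these. Under the other settings run on all libraries it lay between 93 and 148, apart from the block below. Leaving out 1 library gave between 24 and 247 genes. It was 32, 24, 24 and 39 without old control replicates 1, 2, 5 and 6, and 247, 41, 34, 33, 42 and 232 without old anti-miR-mix replicates 1 to 6 in turn. At least 97% of the calls were higher in every fit on all libraries. The share was 90.7% with the block and offsets below, a fit without old anti-miR-mix replicate 7. Of the 4 named genes, Arl11 passed in 27 of 28 alternatives (adjusted p from 1.26e-05 to 0.103), Siglec1 in 26 (1.4e-05 to 0.233), Ly9 in 23 (0.000103 to 0.24) and C1s1 in 19 (0.000427 to 0.233). The exception for Arl11 was processing group as a term with old control replicates 5 and 6 as 1 (0.96), where none of the 4 passed. Ly9 did not pass without old control replicates 1, 2 or 5 (1.34, 1.46 and 1.45), and C1s1 did not pass without old control replicates 1, 2, 5 or 6 (1.16, 1.15, 1.22 and 1.27), without old anti-miR-mix replicate 4 (1.07), with replicates 5 and 6 of the old control as 1 (1.25) or with only the 2 groups in the fit. The cause was not tested.

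The count for old anti-miR-mix against young was 1819 at an adjusted p under 0.1, and between 890 and 1596 under the other settings on all libraries. Leaving out 1 library gave between 897 and 1268. Offsets for GC content and length moved the share of higher calls from 73.7% to 56.1%. The 8 named age genes and the 8 named genes of this comparison passed in every alternative for which an adjusted p was given, except Gm37827 with processing group as a term and old control replicates 5 and 6 as 1 (1.07, adjusted p = 0.0854 in edgeR, over a range of 0.000144 to 0.0854).

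The opposite-direction share was 54.4% with processing group as a term and 59.7% with the old controls split into 3 and 3, and the slope was -0.005 with this split, which shares no library by construction. Leaving out 1 library gave shares from 72.3 to 80.9% and slopes from -0.381 to -0.158. The slope was -0.158 without young replicate 3 and -0.381 without old control replicate 4. The number of target list tests that passed was 0 with an estimated correlation, 0 with fry (0 at an unadjusted p under 0.05 in both) and 0 against genes matched on 3′UTR length (2 unadjusted), and 4 with processing group as a term. Fry does not compare a list with other genes. Seed sites passed in 0 of 3 tests in each setting (0 unadjusted). With a power of 10, 7 modules differed between groups. Leaving out 1 library gave 4 to 5 modules, with 5 without old anti-miR-mix replicates 1 or 6. Of the 9 comparisons of the qPCR genes, 1 passed with DESeq2 (Cadm3 against young). The cause was not tested.

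The number of marker list tests that passed was 6 with other size factors and with the median over the list, 0 with old control replicates 5 and 6 as 1 (9 at an unadjusted p under 0.05), and from 0 to 7 with 1 library left out. It was 0 without old control replicates 1, 2, 3, 5 or 6, and 2 without young replicate 4. It was 3 without young replicates 1, 2 or 6, and 3 without old anti-miR-mix replicates 2, 3, 4, 5 or 7. Age tests without a treated library kept their difference and unadjusted p, as did treatment tests without a young one. Their losses came from the adjustment alone, such as microglia with age (0.284) without old anti-miR-mix replicate 2 (exact permutation, adjusted p = 0.0552). For other losses the cause was not tested. With 1 library left out, the microglia list under anti-miR-mix lay between 0.387 and 0.461 and the oligodendrocyte precursor list with age between -0.291 and -0.259, but the latter was -0.146 with the median over the list. Both passed in 17 of 23 alternatives, all but the 5 fits without those old controls and the one with replicates 5 and 6 as 1. The oligodendrocyte list with age did not pass in these either, nor without young replicate 4 (-0.322), and passed in 16. The 23 alternatives of each list include those without a library of the group not compared. There only the adjustment over 34 tests could change a call, so they say little about stability. With replicates 5 and 6 as 1, the precursor list had p = 0.00216 in the exact permutation test (adjusted p = 0.0736). That is the smallest p that 6 against 5 libraries allow, and by itself it cannot pass the adjustment over 34 tests. The loss of the precursor call with 5 old controls therefore says little about its stability. The other lists passed in few alternatives, namely microglia with age in 7 of 23, mitochondrially encoded with age in 6 and CA3 pyramidal in 3. Under anti-miR-mix, the pan-neuronal list passed only without old control replicate 4 (-0.071). The rise of microglia with age did not pass in any of the 6 fits without an old control. Within processing groups the smallest adjusted p over 34 tests was 0.105, so 0 tests could pass (9 at an unadjusted p under 0.05), and lists were judged there by the unadjusted p. By it, the CA3 pyramidal list (0.154) and the mitochondrially encoded list (0.225) did not pass, while 5 lists that had not passed the adjustment over all libraries did. These were immediate early (0.42) and inhibitory neuron (0.05) with age, and oligodendrocyte (0.20), CA1 pyramidal (-0.13) and tissue injury and glial reactivity (0.47) under anti-miR-mix. The CA3 list was 0.124 with the median over the list, which did not pass either.

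Replicate numbers were shared between the groups, but they did not pair the libraries. Deviations from the group means correlated over 0.1 in 8 of the 18 pairs with the same number, with a range of -0.446 to 0.423 and a median of 0.097, against a median of -0.028 for different numbers. With the replicate number as a block (replicate block), 650 genes differed with age, 246 with treatment (241 higher) and 1190 between old anti-miR-mix and young. All fits with this block left out old anti-miR-mix replicate 7, whose number no other group holds. With this block alone the share was 75.8%, the slope -0.261, 2 target list tests passed, and 1 comparison of the qPCR genes passed (Cadm3 against young, adjusted p = 0.0231 in edgeR). The block together with GC and length offsets gave 935, 246 and 1568 genes, with 58.2% of the last higher.

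Igkc changed by between 1.54 (limma on the deposited values) and 4.85 (without young replicate 3) over 26 alternatives, the widest range among the named age genes, and the cause was not tested. The depth left few reads for some named genes, such as Fbxw23 with a mean of 22.26 counts per library.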

Other observations

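The tests of library depth, of blood RNA, of activated against homeostatic microglial genes, all tests that concern old control replicates 5 and 6, and the simulated share over as many genes as observed, were chosen only after the result they bear on had been seen. Tests with processing groups, with offsets for GC content and gene length, and of the share and the slope against other splits of the old libraries were added after the data had been seen.

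Other splits of the libraries were used to ask how often groups without meaning give as many genes. For the age effect, 1 of 100 splits of the young and old control libraries, the real one included, gave 514 genes or more, and 97 of the 99 other splits gave none. For the anti-miR-mix effect it was 2 of 100, where 95 of the 99 others gave none. The other such split, which gave more genes than the real one, placed old control replicate 4 with old anti-miR-mix replicates 1, 2, 3, 4 and 7, and left all libraries of processing group 4 on the other side. Among the 54 splits within processing groups, fitted with processing group as a term, 1 (the real one) gave 9 genes or more, and the other 53 gave at most 1. For old anti-miR-mix against young it was 1 of 100, where 91 of the 99 others gave none. The other split with the most genes (1070) was close to the real one. It set old anti-miR-mix replicates 2, 3, 4, 5, 6 and 7 against all young libraries and old anti-miR-mix replicate 1.

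Old control replicates 5 and 6 were far more alike than other pairs of libraries. Chi-square per degree of freedom between them was 2.18. After a trend on GC content and gene length was removed the value was 1.33, against 4.90 or more for every other pair. This is consistent with RNA of 1 animal in both libraries, as a hypothesis; animals that are very much alike are not excluded. A simulated library drawn again with a GC trend gave 1.96 before this trend was removed and 1.03 after. The pair lay above this after the trend (1.33), which goes against a plain second count of 1 library. Only 1 such library was simulated, so the spread of this value is not known and a second count is not excluded. If both libraries come from 1 animal, the old control group holds 5 animals. With these replicates as 1, 2 of 100 splits gave 313 age genes or more, 4 of 100 gave 33 anti-miR-mix genes or more, and 1 of 36 splits within processing groups (the real one) gave 6 genes or more. The other such splits placed only libraries of 1 real group on the smaller side, 5 young or 5 treated ones.

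The higher level of the microglia list under anti-miR-mix was set against technical explanations. An imbalance of processing groups would remove the difference within them, but it stayed past the threshold (exact permutation p = 0.0185, the smallest that 54 arrangements allow), also with old control replicates 5 and 6 as 1 (exact permutation p = 0.0278, the smallest that 36 allow), although the adjusted p over all libraries was then 0.092. Library depth did not differ between the old groups (exact permutation p = 0.919). With offsets for GC content and gene length the difference was 0.393, against 0.42 without. Blood RNA would bring haemoglobin transcripts, but the 5 blood genes summed to 28.6 ± 9.8 CPM under anti-miR-mix (SD, n = 7), far under the rise of the microglia genes by 254.4 CPM (from 675.9 to 930.3 CPM). A lower share of neuronal RNA would raise the markers of all other cell types alike, but the microglia list rose by 0.307 more than the mean of the astrocyte, oligodendrocyte, precursor and endothelial lists (exact permutation p = 0.00117). The most abundant genes of the list were Ctss (mean 4185 counts, log2 fold change 0.58) and Csf1r (4174 counts, 0.32). P2ry12 (1412 counts) changed by 0.03. All 12 genes are expressed in the tissue. Module 2, which held 124 of the 129 genes higher under treatment, held 10 of these 12 genes. It also held 12 of the 12 genes of the tissue injury and glial reactivity list. That list rose by 0.93 with treatment (exact permutation, adjusted p = 0.0509) and by 0.47 within processing groups. A difference in tissue injury between the old groups was not tested apart from the microglia list and is left open. A response of microglia to the treatment stays a hypothesis, found and tested on the same libraries. No list of other macrophages or of white blood cells was tested, so these are not excluded as a source of the rise. Old control mice received control oligonucleotides, so the groups differ in the sequences injected. Whether the rise comes from blocking the 3 microRNAs or from another effect of these sequences was not tested.

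It was then asked whether the rise is more microglial RNA with no change within the cells. Of 15 genes known from activated microglia, 2 are in the microglia list, and of 10 homeostatic genes 5 are. The activated genes rose by 0.754 (exact permutation p = 0.00233; within processing groups 0.488, p = 0.0185, the smallest possible) and the homeostatic ones by 0.182 (exact permutation p = 0.0117; within processing groups 0.116, p = 0.13), a difference of 0.572 (exact permutation p = 0.00583). Without Cst7, Itgax and Clec7a, which were already seen to be high, the difference was 0.295 (exact permutation p = 0.00699). Within processing groups the difference was 0.371, with an exact permutation p of 0.0556, and with old control replicates 5 and 6 as 1 it was 0.406 with the same p. Some of the activated genes, such as Apoe (mean 41770 counts, log2 fold change 0.32), are also expressed by other cells. An activation of microglia beyond their number and an imbalance of processing groups therefore cannot be told apart here, because group 3 holds no old control library and the remaining libraries allow few arrangements.

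The share of age genes that moved in the opposite direction under treatment was 77.4%. It lay above each of 100 simulations with shared controls and no treatment effect (67.3 to 75.6%, or 66.7 to 76.1% over as many genes as observed), while the slope lay inside their range. The simulations leave out the spread that libraries share through processing groups. Of 100 splits of the 13 old libraries, 89 gave a share at least as far from the mean of the splits (75.9%), and 82 gave a slope as far from theirs (-0.26). The splits, which keep that spread, therefore do not set the real share apart. With processing group as a term the share was 54.4% and the slope -0.251. The share that no treatment effect would give was not computed for that fit, so its lower share decides nothing here. A small move towards young is not excluded by these values, and the 6 genes past the threshold in both comparisons moved away from young.

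Blocking microRNAs is thought to raise their targets. Predicted targets were lower than other genes instead, but 30 of 100 splits of the libraries gave as many target list tests past the threshold, and 61 of 100 splits of the old libraries gave a seed-site difference as large as the largest of the 3. No list passed against genes matched on 3′UTR length, but for those that had passed the differences moved little (-0.033 for both the miR-181a-5p list and the union of the lists, against -0.040 and -0.034), so the part of 3′UTR length in the lower level is left open. Changes in translation would not be seen in these counts.

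Modules 12, 13 and 16 fell with age and stayed low under treatment, while module 5, led by Mbp and Cntn2, fell with age and rose with treatment without passing the adjustment. The number of modules here was 17. That is lower than the value quoted from the study above.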
